# Global gene expression analyses of bystander and alpha particle irradiated normal human lung fibroblasts: Synchronous and differential responses

**DOI:** 10.1186/1755-8794-1-63

**Published:** 2008-12-24

**Authors:** Shanaz A Ghandhi, Benjamin Yaghoubian, Sally A Amundson

## Abstract

**Background:**

The existence of a radiation bystander effect, in which non-irradiated cells respond to signals from irradiated cells, is now well established. It raises concerns for the interpretation of risks arising from exposure to low doses of ionizing radiation. However, the regulatory mechanisms involved in the bystander response have not been well elucidated. To provide insight into the signaling pathways responding in bystanders, we have measured global gene expression four hours after bystander and direct alpha particle exposure of primary human lung fibroblasts.

**Results:**

Although common p53-regulated radiation response genes like *CDKN1A *were expressed at elevated levels in the directly exposed cultures, they showed little or no change in the bystanders. In contrast, genes regulated by NFκB, such as *PTGS2 *(cyclooxygenase-2), *IL8 *and *BCL2A1*, responded nearly identically in bystander and irradiated cells. This trend was substantiated by gene ontology and pathway analyses of the microarray data, which suggest that bystander cells mount a full NFκB response, but a muted or partial p53 response. In time-course analyses, quantitative real-time PCR measurements of *CDKN1A *showed the expected 4-hour peak of expression in irradiated but not bystander cells. In contrast, *PTGS2, IL8 *and *BCL2A1 *responded with two waves of expression in both bystander and directly irradiated cells, one peaking at half an hour and the other between four and six hours after irradiation.

**Conclusion:**

Two major transcriptional hubs that regulate the direct response to ionizing radiation are also implicated in regulation of the bystander response, but to dramatically different degrees. While activation of the p53 response pathway is minimal in bystander cells, the NFκB response is virtually identical in irradiated and bystander cells. This alteration in the balance of signaling is likely to lead to different outcomes in irradiated cells and their bystanders, perhaps leading to greater survival of bystanders and increased risk from any long-term damage they have sustained.

## Background

The existence of a bystander effect in which cells not exposed to ionizing radiation respond to a stress signal from nearby irradiated cells is now well established. The recent report of tumor induction in an *in vivo *mouse bystander model [1] demonstrates that bystander responses may affect health outcomes. However, it is still not well understood how this indirect stress response may impact the overall risk from low dose radiation exposures. The sharply increasing use of radio-diagnostic procedures makes these questions especially timely.

Bystander studies have employed many diverse models. In some systems, direct cell-to-cell contact and the presence of gap junctions appear to be required [1,2]. In other experiments, shared medium or the transfer of medium from irradiated to non-irradiated cells is sufficient to transmit an effect [3]. Multiple endpoints have been studied as bystander effects. Most, such as sister chromatid exchanges [4], micronucleus formation [5], chromosome aberrations [6], mutation induction [7], and oncogenic transformation [8] are considered deleterious. However, bystander apoptosis [9] and terminal differentiation [10] also occur, possibly representing tissue protective mechanisms. Like responses to direct irradiation, bystander effects may represent a balance between protective and potentially harmful mechanisms. The factors contributing to this balance are currently unknown.

Although various signaling molecules, including cytokines [11], reactive oxygen species [12], nitric oxide [13], calcium [14], cyclooxygenase-2 (*PTGS2*) [15] and MAP kinases [16] have been implicated in the bystander process, the differential signal transduction pathways regulating the responses to bystander damage are not completely understood. In contrast to the prominent role of p53 in cellular responses to direct ionizing radiation exposure, p53 is not required for expression of the bystander effect [17]. However, it has recently been shown that DNA-PKcs and ATM, a major upstream activator of p53, are required for generation of a bystander signal, but not for response to that signal [4]. Thus, the central cellular radiation damage response pathway does appear to have some involvement in bystander signaling.

Many of the cellular responses to direct ionizing radiation exposure are mediated in part through modulation of gene expression. Although translational and post-translational effects are also important, much can be learned from global gene expression studies that compare transcript levels across the entire genome. Accordingly, gene expression profiling has been used to address many questions in radiation biology, including the prediction of radiation sensitivity in tumor cell lines [18,19] or normal tissue [20] and predicting exposure dose for biodosimetry [21]. More sophisticated network analyses of transcriptomic data are also starting to provide insight into signaling pathways and key transcription factors involved in radiation responses [19,22]. Such an approach is well suited to the study of signaling mechanisms involved in cellular crosstalk and bystander responses.

Microarrays have also been used in some bystander studies. Screening of small numbers of genes on membrane-based arrays identified *GJA1 *(connexin-43) [2] and *PTGS2 *(cyclooxygenase-2) [15] as genes expressed at higher levels in bystanders. Whole transcriptome studies have reported differentially expressed genes after medium transfer from irradiated normal human diploid lung fibroblasts [23] and in normal human fibroblasts exposed to a small number of carbon ions targeted to defined sites in the culture [24].

In the present study, we have measured global gene expression in directly irradiated and bystander IMR-90 normal human lung fibroblasts at four hours after exposure to 0.5 Gy alpha particles. We have also monitored micronucleus formation in tandem with gene expression as a physiological indicator of bystander response in each experiment. We used an exposure system that shields half the cells on each dish, allowing both direct cell-to-cell communication and shared medium. Separation of the shielded and exposed sections of the culture allowed us to analyze responding bystanders and the directly irradiated cells generating the signal within the same experiment. We used quantitative real-time PCR to confirm differential expression of 37 genes, and describe a previously un-reported biphasic response of NFκB regulated genes, which is highly synchronous in irradiated and bystander cells. Pathway analysis of our microarray results revealed transcriptional networks centered on p53 and NFκB in directly irradiated cells. In bystander cells, the response of the p53 node was selectively abrogated. In contrast, the response of the NFκB node was nearly identical in bystanders and irradiated cells. Matrix metalloproteinase genes were also coordinately up-regulated in bystanders, indicating a possible tissue remodeling response in bystander cells. Our findings suggest that in fibroblasts, the bystander response centers on stress signaling and cytokines, rather than on classic radiation responses like proliferation, cell death and cell cycle checkpoints. Non-hit cells in proximity to irradiated cells may therefore be involved in regulation of cell and tissue defense in preference to cell fate decisions.

## Methods

### Cell culture, irradiation and RNA isolation

Early passage (population doubling < 35) IMR-90 human lung fibroblasts (Coriell Cell Repository, Camden, NJ) were sub-cultured in Dulbecco's modified Eagle's medium (Invitrogen, Carlsbad, CA) and Ham's F10 medium in a 1:1 mixture plus 15% fetal bovine serum. Mylar-bottomed culture dishes were prepared as described previously [15]. An inner dish with a base of 38-micron-thick Mylar strips was inserted into a larger dish with a 6-micron Mylar base. The 38-micron Mylar completely shields the alpha particles so that only cells on the thinner Mylar areas of the dish were directly irradiated. Cells seeded in these dishes formed a contiguous layer. Cells were exposed to 0 (sham irradiated) or 0.5 Gy ^4^He ions (125 keV/μm) as simulated alpha particles using the track segment irradiation facility of the 5.5-MV Singletron accelerator at the Radiological Research Accelerator Facility of Columbia University. Four independent experiments were conducted.

Directly irradiated (outer dish) and bystander (inner dish) cells were separated at specified times after irradiation and RNA was isolated using Ribopure (Applied Biosytems, Foster City, CA). RNA concentration was measured using a NanoDrop-1000 spectrophotometer (Thermo Scientific, Waltham, MA) and RNA quality was monitored with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). All RNA samples had RNA integrity numbers > 9.0 [25] and 260 nm/280 nm absorbance ratios > 2.

### Binucleate Micronucleus assay

Cells were incubated for 24 hours after irradiation in the original dishes, then separated, trypsinized, counted and seeded into chamber well slides with 1μg/mL cytochalasin B (Sigma-Aldrich, St. Louis, MO). Cells were fixed at 72 hours after irradiation and stained with 5% Giemsa (Invitrogen). Samples were blinded, and 500 binucleate cells in each were scored for the presence of micronuclei using established criteria [26].

### Microarray Hybridization and Analysis

Cyanine-3 (Cy3) labeled cRNA was prepared from 0.3 μg RNA using the One-Color Low RNA Input Linear Amplification PLUS kit (Agilent). Dye incorporation and cRNA yield were monitored with the NanoDrop ND-1000 Spectrophotometer. 1.5 μg of cRNA (> 9 pmol Cy3 per μg cRNA) was fragmented, hybridized to Agilent Whole Human Genome Oligo Microarrays (G4112F) using the Gene Expression Hybridization Kit, and washed following Agilent's recommendations. Slides were scanned with the Agilent DNA Microarray Scanner (G2505B) and default parameters of Feature Extraction Software 9.1 (Agilent) were used for image analysis, data extraction, background correction, and flagging of non-uniform features.

Background corrected intensities were log2 transformed and median-normalized in BRB-Array Tools, Version 3.7.0 [27]. Non-uniform outliers or features not significantly above background intensity in 20% or more of the hybridizations were filtered out, leaving 25800 features. 

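The scanner files hold 41000 different non-control probes on each of 12 arrays. A probe was dropped when its spot was a non-uniform outlier, or was not positive and significant against background, on 20% or more of the arrays, that is on 3 or more of the 12, and 30159 probes passed. Of these, 11443 also lay at least 1.5-fold from their own median on 20% or more of the arrays. The scanner software gives a stricter flag as well, for signals well above background. With that flag in its place, 26348 probes passed detection and 8147 passed both filters. In the authors' deposited table of log2 intensities, whose cells are empty where a spot was not well above background or was non-uniform, 26393 rows had fewer than 3 empty cells. After the 1.5-fold filter 7793 of those rows were left, 9 of them of control spots.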

A further filter requiring a minimum 1.5-fold change in at least 20% of the hybridizations was then applied yielding a final set of 7793 features that were used for subsequent analyses. The microarray data is available through the Gene Expression Omnibus database using accession number GSE12435.

BRB-Array Tools was used to identify genes that were differentially expressed in directly and bystander irradiated cells using a random-variance paired t-test, an improvement over the standard t-test that permits sharing information among genes about within-class variation without assuming that all genes have the same variance [28]. The test compares the differences in mean log-intensities between classes relative to the expected variation in mean differences computed from the independent samples. Genes with p-values less than 0.005 were considered statistically significant. The false discovery rate (FDR) was also estimated for each gene [29] to control for false positives.

### Quantitative Real-Time PCR (qRT-PCR)

The High-Capacity cDNA Archive Kit (Applied Biosystems) was used to prepare cDNA from total RNA. A custom low-density TaqMan array was designed with validated assays and obtained from Applied Biosystems (Table 1). For gene validation studies, 100 ng cDNA was used as input for low-density arrays. qRT-PCR reactions were performed with the ABI 7900 Real Time PCR System using Universal PCR Master Mix (Applied Biosystems) with initial activation at 50°C for 120 seconds and 94.5°C for 10 minutes followed by 40 cycles of 97°C for 30 seconds and 59.7°C for 60 seconds. Individual assays (Table 2) were designed with the aid of Genscript real time PCR design software (VWR, West Chester, PA) and synthesized by Operon Biotech, Inc. (Huntsville, AL) with 6-carboxyfluorescein (FAM) at the 5' end and FAM-BHQ1 quencher at the 3' end. To optimize conditions for each gene a standard curve for input cDNA was generated using a range of 6 concentrations starting from 1 μg of cDNA. The efficiency of the primer probe sets was determined and the highest efficiency set was chosen for quantification. Input cDNA was set at 10 ng for all samples and genes, and qRT-PCR reactions were performed with the ABI 7300 Real Time PCR System using Universal PCR Master Mix from Applied Biosystems. All samples were run in duplicate reactions.

**Table 1:** Real time PCR assays used on Low-density arrays

**Number**	**Assay ID^a^**	**Gene Symbol**
1	Hs01076359_m1	*CLDN1*
2	Hs01066938_m1	*MDM2*
3	Hs01055329_m1	*GDNF*
4	Hs00999632_g1	*POU5F1*
5	Hs03044953_m1	*DDB2*
6	Hs99999173_m1	*GADD45A*
7	Hs99999152_m1	*ICAM1*
8	Hs99999034_m1	*IL8*
9	Hs99999032_m1	*IL6*
10	Hs99999142_m1	*CDKN1A*
11	Hs99999029_m1	*IL1B*
12	Hs99999028_m1	*IL1A*
13	Hs99999905_m1	*GAPDH*
14	Hs99999904_m1	*PPIA*
15	Hs99999903_m1	*ACTB*
16	Hs00899658_m1	*MMP1*
17	Hs00745167_sH	*MT1X*
18	Hs00748445_s1	*GJA1*
19	Hs00824723_m1	*UBC*
20	Hs00823168_g1	*MT1H*
21	Hs00696862_m1	*PCNA*
22	Hs00384082_m1	*DNAJC4*
23	Hs00358879_m1	*DUSP2*
24	Hs00364485_m1	*CARD9*
25	Hs00369211_m1	*IL33*
26	Hs00231069_m1	*ATF3*
27	Hs00234032_m1	*SERPINB2*
28	Hs00236966_m1	*CXCL2*
29	Hs00234712_m1	*TNFAIP3*
30	Hs00244586_m1	*FDXR*
31	Hs00195584_m1	*S100P*
32	Hs00183740_m1	*DKK1*
33	Hs00187845_m1	*BCL2A1*
34	Hs00167309_m1	*SOD2*
35	Hs00171132_m1	*GDF15*
36	Hs00171061_m1	*CXCL3*
37	Hs00171455_m1	*LIF*
38	Hs00171085_m1	*CXCL5*
39	Hs00163653_m1	*FAS*
40	Hs00165078_m1	*LAMB3*
41	Hs00153133_m1	*PTGS2*
42	Hs00154192_m1	*BMP2*
43	Hs00158127_m1	*ITGA2*
44	Hs01114093_m1	*KYNU*
45	Hs00968305_m1	*MMP3*
46	Hs00960934_m1	*FGF2*
47	Hs00955889_m1	*GJB2*

^a^Assay ID: numbers are from the validated assay database at ABI

**Table 2:** Real time PCR sequences used in individual assays

**Gene name**	**Primer/probe**	**Primer sequence**
*CDKN1A*^a^	forward	5' CTG GAG ACT CTC AGG GTC GAA
	reverse	5' CGG CGT TTG GAG TGG TAG AA
	probe	5' TCA TGC TGG TCT GCC GCC GT

*IL8*	forward	5' AAGACATACTCCAAACCTTTCCA
	reverse	5' CCAGACAGAGCTCTCTTCCA
	probe	5' TGGACCACACTGCGCCAACA

*PTGS2*	forward	5' AAGACATACTCCAAACCTTTCCA
	reverse	5' CCAGACAGAGCTCTCTTCCA
	probe	TGGACCACACTGCGCCAACA

*BCL2A1*	forward	5' TTGGATATATTTACAGGCTGGCT
	reverse	5'GACCTGATCCAGGTTGTGG
	probe	5' CAGGACTATCTGCAGTGCGTCCTACAG

^a^Previously designed sequence reported in [30].

Relative fold-inductions were calculated by the ΔΔC_T _method as previously used [30] and with SDS version 3 software (Applied Biosystems). We measured 7 housekeeping genes on the low-density arrays and applied Genorm [31] to determine the most appropriate genes for normalizing the results. The low-density array data was normalized to the geometric mean of *PPIA *and *UBC*. The individual gene assays in the time-course study were normalized to *ACTB*.

### Gene ontology and pathway analysis

The genes responding significantly (FDR < 10%) to either direct alpha particle or bystander irradiation were imported into PANTHER [32] and the number of genes in each functional classification category was compared against the number of genes from the NCBI human genome in that category. The binomial test was used to statistically determine over-representation of PANTHER classification categories [33]. Bonferroni corrected p-values less than 0.05 were considered significant.

The sets of genes significantly responding to direct or bystander irradiation (p < 0.005) were also imported into Ingenuity Pathways Analysis (IPA) (Ingenuity^® ^Systems, ) to analyze network interactions between the genes. The imported genes were mapped onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. Networks of these significant genes were then algorithmically generated based on their connectivity. The biological functions that were most significant to these networks were determined, and Fischer's exact test was used to calculate p-values determining the probability that each biological function assigned to a network was due to chance alone. We also identified the IPA canonical pathways that were most significant within the differentially expressed gene sets. Fischer's exact test was used to calculate a p-value for the probability that the association between the differentially expressed genes and the canonical pathway was explained by chance alone.

## Results

### Micronucleus induction in bystander cells

Cells were irradiated in strip-dishes with 0.5 Gy alpha particles. The fraction of micronucleated binucleate cells was measured as an indicator of DNA damage and genomic instability [26] in parallel with all gene expression experiments. IMR-90 cells responded with a 5- and 3-fold increase in micronucleus frequency in irradiated and bystander cells respectively (Figure 1).

**Figure 1:**
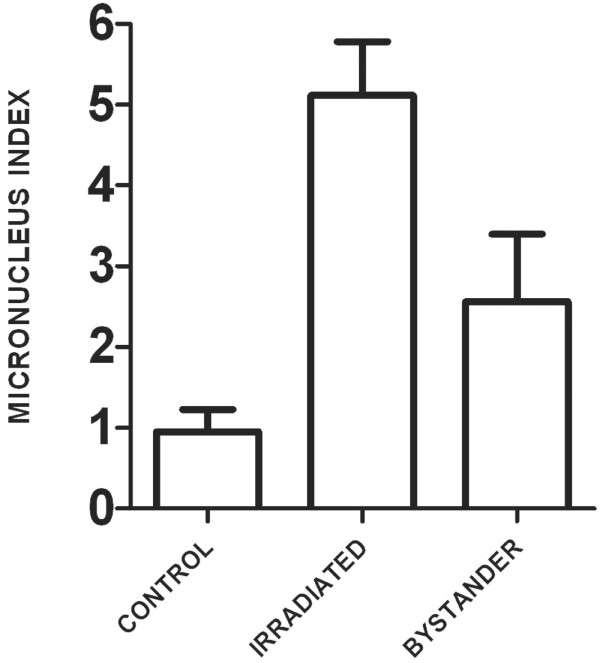
**Micronucleus index of 0.5 Gy alpha particle-irradiated and bystander IMR-90 fibroblasts**. 500 binucleated cells were counted for each condition after 24 hours of co-culture followed by a 48-hour cytochalasin B block. Micronuclei were scored in four independent experiments in parallel with gene expression measurements. Micronucleus index is the percentage of the binucleate cell population with micronuclei. Bars are mean ± standard error of mean.

### Gene expression profiles in irradiated and bystander cells

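IMR-90 cells are a strain of normal human diploid fibroblasts from lung. They were grown as 1 layer on strips of thin and thick Mylar, and the thick strips stop alpha particles, so directly irradiated and bystander cells came from the same dishes. Scanner files of 12 arrays were analysed, 4 of directly irradiated, 4 of bystander and 4 of control cells, collected 4 hours after 0.5 Gy or sham irradiation. Each of 4 independent experiments gave 1 array per group. The input to labelling with 1 dye is 0.3 μg of RNA in the paper and 0.5 μg in the sample labels. The authors deposited spot intensities corrected for background by the scanner software and not yet scaled between arrays, and a table of their own log2 values. Between 67.9% and 73.7% of the spots on an array were well above background. The 75th percentile of the intensities ran from 840 to 2353 between arrays, and in each of the 4 experiments it was higher for bystander than for directly irradiated cells. With 4 arrays in a group, their number limits the precision. Intensities of a probe's spots were averaged and, above 0, log2 transformed, and each array was centred on its median over the probes detected on all 12 arrays. Non-uniform outlier spots were left out. Each pair of groups was compared by limma's moderated test on the arrays of those groups, two-sided, with the experiment as a block, where the methods name a random-variance paired test. Both tests share information on the variance between probes. False discovery rates (FDR) are Benjamini-Hochberg adjusted p-values over the probes tested. A gene with several probes is given by the brightest probe that passed detection, and its value is the mean log2 ratio ± SD over the experiments. Among the choices that change the numbers are the detection flag, the background correction, the use of the experiment as a block, the test, the experiments included, the probe taken for a gene and the correlation assumed between the genes of a list.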

In four independent experiments RNA was extracted 4 hours after exposure of IMR-90 human diploid fibroblasts to 0 or 0.5 Gy alpha particles. In each experiment, RNA from directly-, bystander- or mock-irradiated cells was hybridized to human whole genome microarrays using the Agilent one-color protocol. We used the class comparison feature of BRB-Array Tools [27] to identify genes with significantly different expression levels in IMR-90 fibroblasts 4 hours after direct or bystander exposure to 0.5 Gy alpha particles. 

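Between directly irradiated and control cells, 163 of the 11443 probes tested had a p-value below 0.005 by limma. Of these, 143 were higher and 20 lower after irradiation, and they carry 149 different gene names in the files. The number was 69 with experiment 4 left out and 333 with experiment 2 left out, the largest moves among the alternatives set in advance apart from a paired test that shares no variance between probes, which also gave 69. With the well-above-background flag 243 probes passed, and 102 of them were also among the 163. A smaller share was higher after irradiation with that flag, 173 of 243, with normexp background correction, 109 of 153, and with the authors' deposited values, 148 of 213.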

In the directly irradiated cells, 300 genes were differentially expressed (p < 0.005; Additional File 1). Of these, 191 had a false discovery rate (FDR) < 10%. 

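By limma 1 probe remained under 10% FDR in directly irradiated cells, that of the heat shock gene HSPA6, with a log2 ratio of 6.24 ± 2.02 (SD, n = 4) and an adjusted p of 0.00903. HSPA6 was well above background on 1 of the 4 control arrays, so the size of its ratio rests on signals near background. At an unadjusted p below 0.05 there were 977 probes. The FDR count depended on the flag used for detection. It was 137 with the well-above-background flag and 188 when a probe had to be well above background on all 4 arrays of 1 of the 2 groups. Leaving out experiment 2 gave 169 probes, leaving out experiment 1 gave 56, and leaving out experiment 3 gave 2. Without experiment 4 there were 0, with 578 probes at an unadjusted p below 0.05. The methods' t-test gave 1, and the paired test without shared variance 0, with 674 at an unadjusted p below 0.05.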

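In bystander cells 165 probes had a p-value below 0.005 against control by limma, 136 of them higher and 29 lower, with 145 different gene names. Under 10% FDR there were 7, all higher. Their 5 leading probes were those of HSPA6, with a log2 ratio of 6.28 ± 3.52 (SD, n = 4) and an adjusted p of 0.0685, 2 probes of PTGS2, and 1 each of IL33 and SERPINB2, these 4 at an adjusted p of 0.0803. The log2 ratio of PTGS2 was 2.68 ± 0.91 by its brighter probe, that of IL33 2.38 ± 0.46 and that of SERPINB2 3.15 ± 1.61. The number with a p-value below 0.005 was 283 without experiment 1, 276 without experiment 2 and 98 without experiment 4. The well-above-background flag gave 263, of which 95 were among the 165, and 201 under 10% FDR. In that fit limma gave a median of 24340 degrees of freedom and a standard error of 0.408 at the median probe, also the smallest of all probes, so that a probe's own spread between experiments hardly entered its p-value. Of the 263 probes 159 were higher, and with normexp background correction 104 of 159. The methods' t-test gave 122 probes with a p-value below 0.005 and 0 under 10% FDR, with 911 at an unadjusted p below 0.05. By limma without experiment 4 the number under 10% FDR was 0 as well, with 780 at an unadjusted p below 0.05, and without experiments 1, 2 and 3 in turn it was 155, 131 and 11. Without experiments 1 and 2 the smallest adjusted p by limma was 7.57e-16 and 2.34e-09. These fits may thus also have pooled the variance over probes, though their degrees of freedom were not tallied.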

In IMR-90 bystander cells 305 genes were differentially expressed (p < 0.005; Additional File 2), 135 of which had a FDR < 10%. 165 genes responded to both direct and bystander irradiation, 73 with FDR < 10% in both conditions (Additional File 3).

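At a p-value below 0.005, 76 probes were shared by the comparisons of directly irradiated and bystander cells with control, 70 higher and 6 lower in both, and HSPA6 alone was under 10% FDR in both. With experiment 4 left out 24 were shared, and 134 with experiment 2 left out. The paired test that shares no variance between probes gave 11 and the well-above-background flag 151, of which 102 were higher and 49 lower. Under 10% FDR in both were 36 without experiment 1, 60 without experiment 2 and 0 without experiment 4, and 90 with that flag. Both comparisons use the same control arrays, which alone makes them alike. Across 11079 probes the log2 ratios in directly irradiated and bystander cells had a Pearson r of 0.818 and the same sign in 82.8%. In 100 simulations of unchanged groups sharing their controls the mean r was 0.501, with 66.7% of the same sign. In 100 further draws the arrays' deviations from their group's mean kept or changed sign, at random for all arrays of an experiment together. That kept the shared deviations of each experiment. The mean r was then 0.755 and the highest 0.840, with 81.6% of the same sign. The observed r lay below that highest value. With 4 experiments few sign patterns exist, so the 100 draws repeat them and give no probability. Probes are not independent replicates. Compared directly, directly irradiated and bystander cells differed at a p-value below 0.005 in 83 probes, 73 higher and 10 lower in directly irradiated cells. With quantile normalization 52 of 81 were higher, and leaving out experiment 1 gave 36 probes and experiment 4 gave 41. Under 10% FDR there were 0 by limma, with 671 at an unadjusted p below 0.05, 0 by the methods' t-test and 0 by the paired test without shared variance. The well-above-background flag gave 3 and normexp background correction 37.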

### Gene ontology analysis

We analyzed the differentially expressed gene lists from our microarray studies for enrichment of gene groups from the PANTHER database [33], which uses protein sequence information as well as gene families to assign a gene to an ontology group. In directly irradiated cells the most significant gene groups represented pathways including apoptosis and p53 signaling, whereas inflammation and chemokine-cytokine signaling predominated in bystander cells (Table 3). Among biological processes, immunity and defense, signal transduction, and the NFκB cascade were enriched in both conditions. Molecular functions such as signaling molecules, cytokines and chemokines were also enriched in both conditions.

**Table 3:** Gene ontology analysis using PANTHER

**Pathways**	**p-value^a ^Bystander**	**p-value Irradiated**
Inflammation mediated by chemokine and cytokine signaling pathway	6.44 × 10^-4^	NS^b^
Apoptosis signaling pathway	3.29 × 10^-3^	3.46 × 10^-4^
Plasminogen activating cascade	5.92 × 10^-3^	5.61 × 10^-3^
Angiogenesis	2.90 × 10^-2^	NS
Toll receptor signaling pathway	6.46 × 10^-2^	NS
TGF-beta signaling pathway	6.51 × 10-2	NS
p53 pathway	NS	3.87 × 10^-3^
		
**Biological Process**		

Immunity and defense	3.42 × 10^-10^	2.30 × 10^-5^
Signal transduction	1.54 × 10^-9^	5.41 × 10^-6^
Cell proliferation and differentiation	8.99 × 10^-9^	5.74 × 10^-6^
Ligand-mediated signaling	1.72 × 10^-7^	6.83 × 10^-4^
Intracellular signaling cascade	1.29 × 10^-6^	2.43 × 10^-3^
NF-kappaB cascade	2.89 × 10^-6^	4.05 × 10^-5^
Cell communication	7.67 × 10^-6^	NS
Granulocyte-mediated immunity	1.51 × 10^-5^	1.36 × 10^-5^
Cell surface receptor mediated signal transduction	2.40 × 10^-5^	1.68 × 10^-5^
Apoptosis	2.73 × 10^-5^	2.23 × 10^-5^
Inhibition of apoptosis	2.81 × 10^-4^	2.51 × 10^-4^
Macrophage-mediated immunity	5.77 × 10^-4^	4.14 × 10^-3^
Mesoderm development	8.92 × 10^-4^	NS
Cytokine and chemokine mediated signaling pathway	2.58 × 10^-3^	3.76 × 10^-4^
Cell cycle control	NS	4.60 × 10^-4^
Developmental processes	NS	1.65 × 10^-3^
		
**Molecular Function**		

Signaling molecule	6.54 × 10^-11^	2.29 × 10^-6^
Cytokine	3.22 × 10^-5^	3.32 × 10^-4^
Chemokine	8.39 × 10^-5^	1.68 × 10^-2^

^a ^p-values are Bonferroni-corrected

^b ^NS: not statistically significant (p > 0.05).

### Pathway analyses

We next used Ingenuity Pathways Analysis (IPA) to perform pathway analysis of the differentially expressed gene sets. The top interacting networks of radiation responsive genes were significantly enriched for functions of cell death, connective and skeletal development and function (p = 10^-48^), inflammatory and immunological disease, cell-to-cell signaling and function (p = 10^-45^) and cancer, cell death and tumor morphology (p = 10^-29^). The top bystander networks were significantly enriched for connective tissue disorder and inflammatory and immunological disease (p = 10^-48^), connective and skeletal development and function and cellular development (p = 10^-35^) and tissue and cellular growth and proliferation (p = 10^-35^).

The top scoring canonical pathway in directly irradiated samples was the p53 signaling pathway (p = 7 × 10^-8^). 

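A list of 46 targets of p53, drawn up from general knowledge and not from these data, was tested by limma's camera with a preset correlation of 0.01 between genes. It was set against the 21753 genes with a probe that passed detection. In directly irradiated cells 39 of the 44 genes measured were higher than in control. Their median log2 ratio was 0.82, with an adjusted p of 6.09e-20 over 8 lists and 3 comparisons. The paper's Table 4 holds 7 genes of the list, and 1, TNFAIP8, is also in the list of NFκB targets. Leaving out 1 experiment at a time gave medians between 0.66 and 0.88. The alternative that moved the test most was the correlation. Estimated from the data, it gave the same median an adjusted p of 0.223, and fry, which allows for any correlation, gave 0.0727, where over all alternatives adjusted p ran from 1.60e-30 to 0.223. With the estimated correlation no list in any of the 3 comparisons had an adjusted p below 0.05, and under fry only the p53 list did, in the comparison of directly irradiated with bystander cells.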

In bystander samples it was the NFκB pathway (p = 4 × 10^-8^), which was also significant in the directly irradiated samples (p = 4.4 × 10^-3^). 

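Targets of NFκB were tested in the same way, with a list of 43 genes of which 13 are in Table 4. In bystander cells 31 of 38 measured genes were higher than in control, with a median log2 ratio of 0.97 and an adjusted p of 1.52e-15. Of 39 genes measured in directly irradiated cells 30 were higher, with a median of 0.71 and an adjusted p of 2.86e-15. With each experiment left out in turn the medians ran from 0.83 to 1.19 in bystander and from 0.64 to 0.87 in directly irradiated cells. With the estimated correlation the adjusted p was 0.223 in both, and under fry 0.0727 in both. Over all alternatives adjusted p ran from 8.94e-20 to 0.223 in directly irradiated and from 1.79e-26 to 0.223 in bystander cells.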

In order to visualize interactions that might reveal regulatory hubs we used the genes from the top scoring direct irradiation networks to generate a merged network (Figure 2). Use of the radiation data to generate this network allowed visualization of genes common to the bystander and direct radiation responses, as well as the p53 responses that were not seen in the bystanders. The resulting network has been overlaid with the mean gene expression ratios from the directly irradiated (Figure 2a) and bystander (Figure 2b) experiments. Highly connected hubs such as NFκB in both networks, and p53 in the radiation response network are implicated in regulation of the gene expression response.

**Figure 2:**
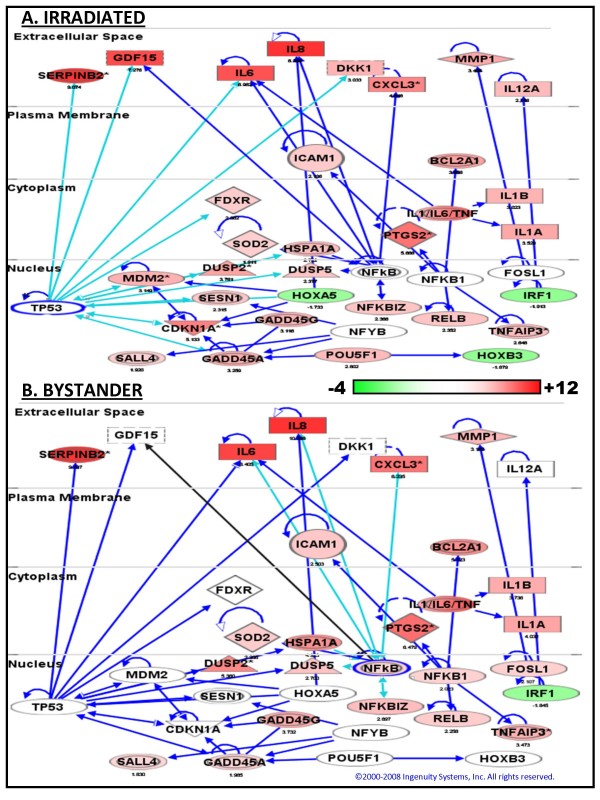
**Network analysis and comparison of gene expression patterns**. Ingenuity Pathways analysis (IPA) was used to generate the network, which has been overlaid with relative gene expression levels of directly irradiated cells (a) and their non-irradiated bystanders (b). Nodes representing gene products are displayed by cellular localization (extracellular space, plasma membrane, cytoplasm or nucleus). The intensity of each node's color indicates the expression level (scale bar) relative to untreated controls. Up-regulated genes are red and down-regulated genes green. Edges (lines and arrows between nodes) represent direct interactions between molecules as supported by information in the Ingenuity knowledge base. Light blue edges highlight direct interactions with p53 (panel a) and NFkB (panel b). The shape of a node represents the functional class of the gene product; rectangles with solid lines for cytokines, rectangles with dotted lines for growth factors, triangles for phosphatases, concentric circles for groups or complexes, diamonds for enzymes, and ovals for transcriptional regulators or modulators.

### Gene expression levels by real-time PCR

To confirm the microarray results, we measured the expression levels of individual genes using a custom low-density TaqMan PCR array. 

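All log2 ratios of 5 cytokine and chemokine signaling genes were above 0 in each experiment measured. PTGS2 (probe A_24_P250922) had a log2 ratio to control of 2.47 ± 0.57 (SD, n = 4) in directly irradiated cells. IL6 (probe A_23_P71037) was at 2.80 ± 1.82 and 3.05 ± 2.36, and IL8 (probe A_32_P87013), now named CXCL8, at 3.05 ± 1.56 and 3.36 ± 1.90, in directly irradiated and bystander cells in that order. CXCL3 (probe A_24_P183150) was at 2.28 ± 1.11 and 2.62 ± 1.49. For CXCL2 (probe A_23_P315364) the ratios were 2.22 ± 0.93 in directly irradiated cells and 2.23 ± 1.35 in bystander cells, the latter over 3 experiments, because its spot in bystander cells of experiment 1 was a non-uniform outlier. The SD between experiments was largest for IL6, whose bystander ratios ran from 0.28 to 5.13. All 5 genes had unadjusted p-values below 0.005 by limma in both comparisons. Under 10% FDR were PTGS2 and IL8 in bystander cells, the latter at an adjusted p of 0.0871, and none of the 5 in directly irradiated cells, where adjusted p ran from 0.116 for PTGS2 to 0.210 for IL6. With the well-above-background flag all 5 were under 10% FDR in both, with adjusted p from 0.000333 for IL8 to 0.00349 for CXCL2 and CXCL3 in directly irradiated cells, while the fit of bystander cells pooled the variance over probes. No difference between directly irradiated and bystander cells was found in these genes by limma, the smallest unadjusted p being 0.143, for CXCL3.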

We selected genes participating in our network (Figure 2) that were significant by microarray analysis in both direct and bystander irradiation, such as cytokine-chemokine signaling related genes including *PTGS2*, *IL6, IL8*, *CXCL2 *and *CXCL3*. Genes responding to direct irradiation with little or no response in the bystanders were also selected. These included p53-regulated genes such as *MDM2, CDKN1A *(p21/WAF1), *GADD45A *and *FDXR*. 

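CDKN1A (probe A_23_P59210) had a log2 ratio to control of 2.22 ± 1.09 (SD, n = 4) in directly irradiated and 0.21 ± 0.93 in bystander cells. MDM2 (probe A_23_P309545) had 1.46 ± 0.59 and 0.025 ± 0.43, FDXR (probe A_23_P38154) 1.04 ± 0.64 and -0.051 ± 0.68, and GADD45A (probe A_23_P23221) 1.70 ± 0.71 and 0.97 ± 0.59, in the same order. In directly irradiated cells all 4 genes were higher than control in all 4 experiments. In bystander cells GADD45A was higher in 4, CDKN1A in 2, and MDM2 and FDXR in 1 of the 4 by these probes, the brightest of each gene. By another probe CDKN1A was at 0.40 (A_24_P89457) and MDM2 at 0.60 (A_23_P502750), each higher in 3 of 4, with unadjusted p of 0.377 and 0.179 by limma. The bystander ratio of CDKN1A was -0.12 with the slide as a block in place of the experiment, that of MDM2 -0.0062 with 75th percentile normalization, and that of FDXR 0.0095 with quantile normalization. Without experiment 1 the ratio was -0.0566 for CDKN1A and -0.18 for MDM2, and without experiment 4 it was 0.21 for FDXR, so the signs of these 3 are not settled. The difference between directly irradiated and bystander cells was tested directly. It was 2.00 ± 0.31 for CDKN1A, 1.44 ± 0.73 for MDM2, 1.10 ± 0.29 for FDXR and 0.74 ± 0.24 for GADD45A, higher in directly irradiated cells in 4 of 4 experiments for each. Unadjusted p by limma ran from 5.78e-05 for CDKN1A to 0.00468 for MDM2, without a permutation test, which with 4 experiments cannot go below 0.125. After adjustment over 11443 probes the smallest of the 4 was 0.36, for CDKN1A, and with the well-above-background flag 0.0667. In directly irradiated against control cells the adjusted p of CDKN1A was 0.210, and 0.00374 with that flag, and that of MDM2 0.335 and 0.0639. IL33, drawn in the plot of log2 ratios by experiment, had 2.54 ± 0.39 in directly irradiated cells.

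**Figure D1:**
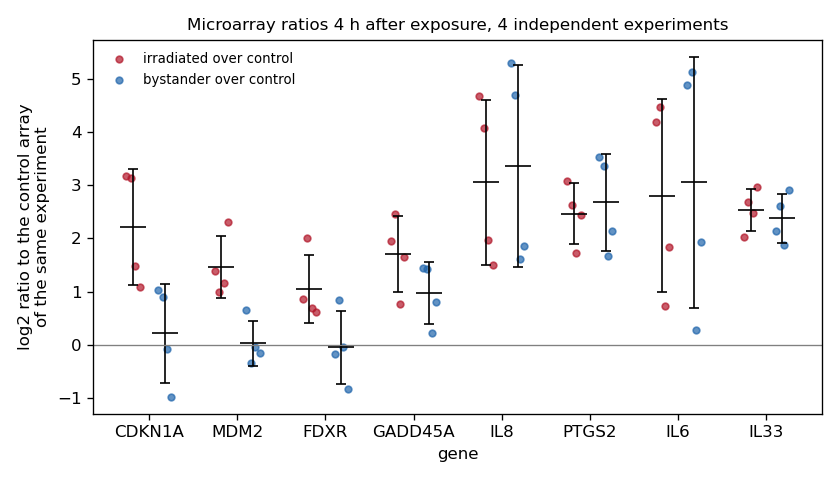
Log2 ratio to control of 8 genes in each of 4 experiments, in directly irradiated (red) and bystander (blue) cells. Points are experiments, and lines and bars are the mean and SD. The red points of CDKN1A, MDM2, FDXR and GADD45A lie above the blue ones on average, while those of IL8, PTGS2, IL6 and IL33 overlap.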

Quantitative real-time PCR (qRT-PCR) was performed on all samples used for microarray hybridization. The pattern of relative gene expression measured by qRT-PCR agreed with the microarray results (Table 4).

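The paper's qRT-PCR values of Table 4 were set against mean ratios computed from the array intensities for its 37 genes. On the log2 scale, across genes, Pearson's r was 0.671 and Spearman's rho 0.681 in directly irradiated cells, and r was 0.821 and rho 0.755 in bystander cells. Each had a permutation p of 1e-05, the smallest that 100000 permutations can give, and genes are not independent replicates. Leaving out experiment 1 gave the lowest values, an r of 0.587 in directly irradiated and 0.783 in bystander cells. Array and qRT-PCR pointed in the same direction for 34 genes in directly irradiated and 33 in bystander cells. Against the array ratios printed in Table 4, 56 of 74 were within 10%. These values are of the brightest probe of each gene and depend on that choice. With the probe closest to the printed array ratios, which is another one for 9 genes and was chosen after seeing the values, r was 0.905 and 0.917, and 37 and 34 genes pointed in the same direction. By limma 28 of the 37 genes had a p-value below 0.005 in directly irradiated and 19 in bystander cells, in a fit without the 1.5-fold filter. After adjustment over the probes that passed both filters, 0 were under 10% FDR in directly irradiated cells, where 31 of the 35 genes tested had an unadjusted p below 0.05 by limma, and 4 in bystander cells. By the methods' t-test and by the paired test without shared variance 0 were in either. Adjusted over the list alone, 33 and 27 were, which is not independent evidence, since the study chose the genes on these samples. With the well-above-background flag 24 and 22 were under 10% FDR, the latter in the fit whose variance was pooled over probes.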

**Table 4:** Comparison of relative gene expression by microarray and qRT-PCR

		**Irradiated**		**Bystander**	
**Gene**	**Description**	**Array^a^**	**qRT-PCR^b^**	**Array**	**qRT-PCR**
*CDKN1A*	cyclin dependent kinase inhibitor, p21	**5.7**	**6.7**	**1.3**	**1.4**
*FDXR*	Ferredoxin reductase	**2.2**	**1.9**	**1.1**	**0.8**
*MDM2*	Human mouse double minute, p53 binding	**2.8**	**3.7**	**1.3**	**1.7**
*GADD45A*	growth arrest & DNA damage inducible	**3.5**	**7.2**	**2.1**	**3.5**
*GDNF*	Glial cell line-derived neurotrophic factor precursor	**5.1**	**8.8**	**1.7**	**3.6**
*DDB2*	damage-specific DNA binding protein 2	**2.2**	**1.9**	**1.1**	**0.9**
*ATF3*	activating transcription factor 3	**1.5**	**2.2**	**0.9**	**1.1**
*FAS*	TNF receptor superfamily, member 6	**2.3**	**3.1**	**1.3**	**1.5**
*GDF15*	growth differentiation factor 15	**8.6**	**9.6**	**3.6**	**3.2**
*IL6*	interleukin 6	**11.2**	**12.7**	**17.1**	**14.7**
*IL8*	interleukin 8	**12.3**	**20.1**	**17.9**	**27.4**
*IL1B*	interleukin 1 beta	**3.6**	**3.4**	**4.4**	**3.9**
*IL1A*	interleukin 1 alpha	**4**	**2.7**	**4.3**	**3.2**
*IL33*	interleukin 33	**6**	**7.8**	**5.4**	**6.7**
*PTGS2*	cyclooxygenase-2	**6**	**6.2**	**6.4**	**6.8**
*CXCL2*	Chemokine CXC ligand 2	**4.1**	**5.9**	**5.2**	**7**
*CXCL3*	Chemokine CXC ligand 3	**6**	**6.9**	**8.9**	**7.9**
*CXCL5*	Chemokine CXC ligand 5	**4.8**	**4.7**	**6**	**5.5**
*BCL2A1*	BCL2 related protein1	**5**	**5**	**7.4**	**5.8**
*LIF*	Leukemia inhibitory factor	**3.1**	**3.5**	**3.7**	**3.7**
*FGF2*	fibroblast growth factor 2	**3.2**	**3.9**	**2.7**	**3.5**
*POU5F1*	POU domain, class 5, transcription factor 1	**3.2**	**2.1**	**1.5**	**1.5**
*ICAM1*	intercellular adhesion molecule 1 (CD54)	**2.3**	**2.5**	**2.6**	**2.7**
*MMP1*	matrix metallopeptidase 1	**2.8**	**3.6**	**3.5**	**3.4**
*MMP3*	matrix metallopeptidase 3	**5.2**	**5.5**	**4.2**	**4.7**
*MT1X*	metallothionein 1X	**4.6**	**13.1**	**4.7**	**17.4**
*MT1H*	metallothionein 1H	**4.6**	**2.8**	**4.7**	**2.5**
*TNFAIP3*	tumor necrosis factor, alpha-induced prot. 3	**2.7**	**3**	**3.4**	**3.4**
*SOD2*	superoxide dismutase 2	**2**	**1.9**	**2.3**	**2.6**
*SERPINB2*	Plasminogen activator inhibitor 2 precursor	**11.4**	**13.9**	**12.6**	**13.3**
*LAMB3*	laminin, beta 3	**2.6**	**2.4**	**3.1**	**2.8**
*KYNU*	kynureninase	**3.1**	**3.3**	**3.6**	**3.9**
*GJA1*	gap junction protein, alpha 1, 43 kDa (connexin 43)	**1.8**	**2.3**	**1.6**	**1.6**
*GJB2*	gap junction protein, beta 2, 26 kDa (connexin 26)	**1.9**	**1.9**	**2.4**	**1.6**
*DUSP2*	dual specificity phosphatase 2	**4.5**	**8.8**	**7.9**	**10.4**
*CARD9*	caspase recruitment domain fam., member 9	**0.7**	**0.6**	**0.7**	**0.5**
*DKK1*	dickkopf homolog 1	**3.2**	**3.1**	**2.4**	**2.7**

^a ^Mean of treated to control ratios measured by microarray in 4 independent experiments.

^b ^Mean of qRT-PCR measurements of the same RNA used in microarray analyses.

### Time course analysis of selected genes

To investigate the possibility that the responses of directly and bystander irradiated cells may differ in their timing, we also collected RNA at 0.5, 1, 2, 4, 6 and 24 hours after irradiation. We used qRT-PCR to measure expression of *CDKN1A*, *IL8, PTGS2 *and *BCL2A1*. The p53 response gene *CDKN1A *showed a gradual increase in expression with a maximum at 4 hours after direct irradiation, consistent with the pattern observed in other cell lines [34]. In contrast, *CDKN1A *mRNA levels in bystander cells reached a maximum at 0.5 hours after irradiation and remained slightly elevated through 24 hours (Figure 3a). The other three genes, *IL8, PTGS2 *and *BCL2A1*, all showed a similar biphasic pattern with a strong early response at 0.5 hours after irradiation followed by a decline to near background levels between 1 and 2 hours, and then a second peak of expression at 4–6 hours after irradiation. In contrast to *CDKN1A*, the response patterns of these three genes were virtually identical in irradiated and bystander cells (Figure 3b–d).

**Figure 3:**
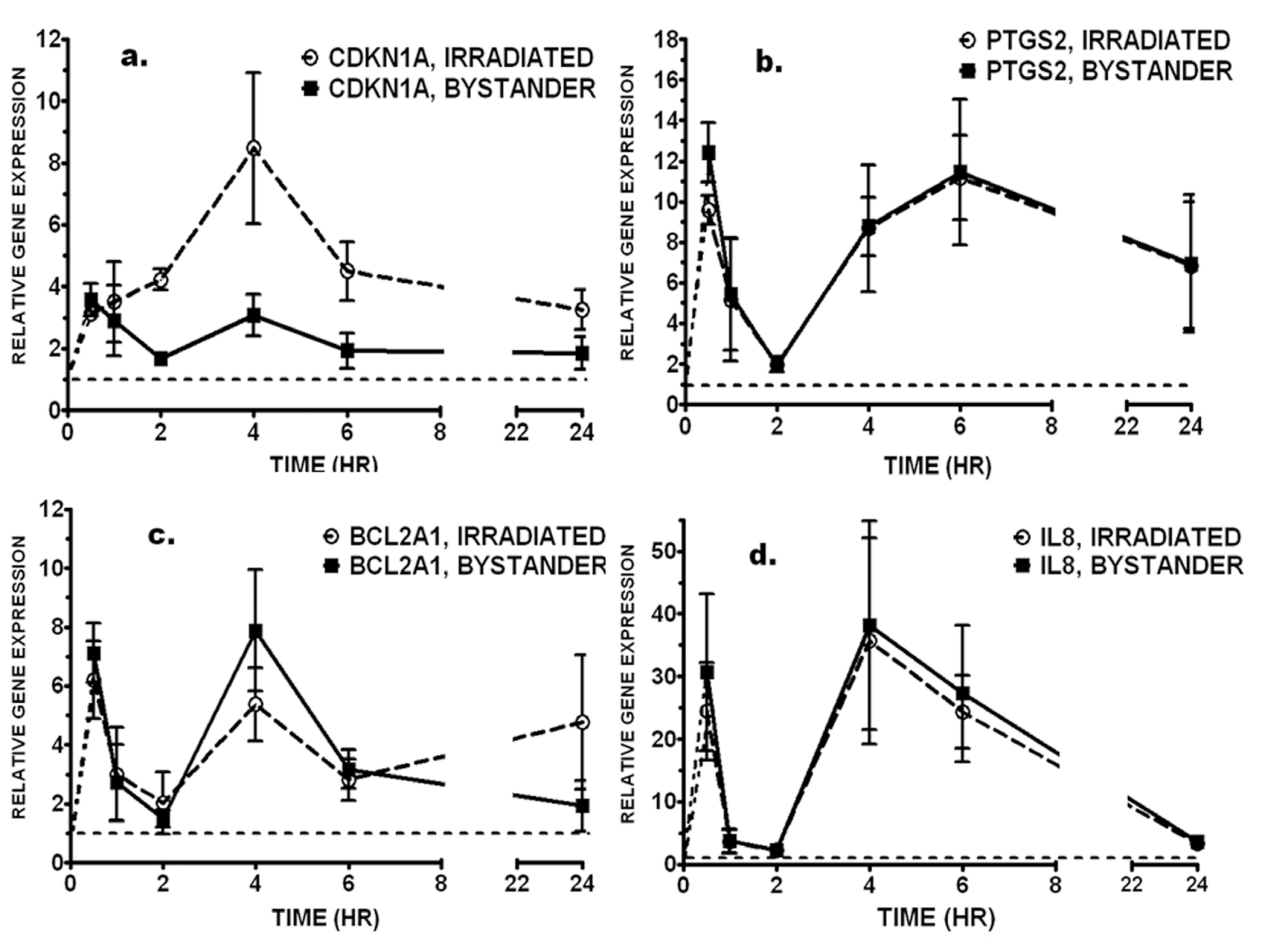
**Time course of gene expression after direct and bystander irradiation**. Quantitative real-time RT-PCR was used to monitor expression of A) *CDKN1A*; B) *PTGS2*; C) *BCL2A1 *and D) *IL8 *at 0.5, 1, 2, 4, 6 and 24 hours after direct irradiation (open circles) or bystander exposure (black squares) of IMR-90 cells. Gene expression was normalized to *ACTB *mRNA levels and is relative to expression in time-matched controls (dashed line). Points are the mean and standard error of four independent experiments.

## Discussion

Both direct and bystander exposure of human fibroblasts to alpha particle irradiation increased formation of micronuclei and altered the global gene expression profiles. Micronucleus formation, a measure of unrepaired DNA damage, was monitored in all experiments as a cellular indicator of bystander effects. Both direct and bystander irradiation consistently induced micronuclei (Figure 1). Despite carefully controlling parameters such as cell age, plating density and time on Mylar prior to irradiation, slight differences in parameters such as extent of cell-to-cell contact within the monolayers can still occur between experiments. It was not possible to maintain confluent cells for many days on the Mylar dishes as is often done to standardize fibroblast cultures, since the cells rapidly detach from the Mylar surface under these conditions. Such variations between expriments may have had a somewhat larger effect on gene expression in bystander cells, where the induction of some genes varied more between experiments than in directly irradiated cells. This is reflected in larger error bars for the bystanders at specific time points, as in Figure 3. This may be an effect of the indirect nature of the inducing signal in bystander cells combined with normal inter-experimental variations.

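The SD between the 4 experiments of a probe's log2 ratio to control had a median over 11079 probes of 0.766 in directly irradiated and 0.739 in bystander cells. In bystander cells it was larger for 46.6% of the probes. That share was 56.4% with another background correction, normexp on the raw and local background signals, 53.0% without experiment 2 and 40.1% without experiment 4. Over the 37 genes of Table 4 the SD was larger in bystander cells for 23 and in directly irradiated cells for 14. Examples are DUSP2, at 1.19 in directly irradiated and 1.78 in bystander cells, and FAS, at 0.26 and 0.050. No test was made of the difference in spread, since probes are not replicates and both ratios share their controls.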

We identified 305 genes responding in the bystander cells, and 300 in the directly irradiated cells. qRT-PCR was used to confirm differential expression of 37 of these genes (Table 4). 

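Mean ratios computed from the array intensities were more than 20% above the paper's qRT-PCR values for 4 of the 37 genes in directly irradiated cells and for 6 in bystander cells. Within 20% of each other were 19 and 20 genes.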

The microarray analysis overestimated relative changes of two genes by more than 20%, but both were still up-regulated by the qRT-PCR measurement. 

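The paper's qRT-PCR value was more than 20% above the ratio computed from the arrays for 14 of the 37 genes in directly irradiated cells and 11 in bystander cells.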

Nearly a third of the validated genes showed greater fold-changes by qRT-PCR than predicted by the arrays. Such ratio compression is often encountered in microarray experiments, and is thought to be sequence dependent [35,36]. In all, our microarray analysis was well supported by the qRT-PCR results.

There was a broad similarity between the gene expression response to direct alpha particle exposure and previously reported responses of primary fibroblasts [37-39] and other cell types to x- and gamma rays, in that the major functional categories of responding genes were cell cycle regulation, apoptosis, damage response, and signaling pathways. The alpha particle response showed a strong contribution of p53-regulated genes similar to that commonly seen in other cell lines [19,34,37,38] in response to x rays or gamma rays, and consistent with a prior study of gamma ray irradiated IMR-90 fibroblasts, in which the classic DNA damage response genes were found to be the most responsive [39]. 

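In directly irradiated cells the log2 ratio to control was 1.10 ± 0.75 (SD, n = 4) for BTG2 (probe A_23_P62901), 1.32 ± 0.83 for IL11 (probe A_23_P67169), 1.98 ± 0.79 for MT1G (probe A_23_P60933) and 1.60 ± 0.48 for DKK1 (probe A_23_P24129). Each was higher than control in 4 of 4 experiments, as was GADD45A. By limma the unadjusted p was 0.000616 for MT1G, 0.00160 for GADD45A, 0.00165 for DKK1, 0.0101 for IL11 and 0.0227 for BTG2. Adjusted p ran from 0.210 to 0.496, so none was under 10% FDR. With the well-above-background flag MT1G, GADD45A and DKK1 were, at 0.00767, 0.0214 and 0.0314.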

Genes such as *GADD45A, BTG2, IL11, MT1G *and *DKK1 *were responsive to both gamma rays [39] and direct alpha particle irradiation in IMR-90. Potential differences in responses due to differences in radiation quality cannot be inferred from comparisons of these studies, however. Differences in cell strains, experimental protocols, radiation dose and the timing of the gene expression assays, all of which vary among published reports, will result in different gene expression patterns, and preclude such direct comparisons.

Gene ontology analysis indicated a significant (p < 0.004) contribution of the p53 pathway among the genes responding to direct but not bystander irradiation (Table 3). Network analysis (Figure 2) similarly suggests a lesser contribution of p53 to bystander response. 

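In bystander cells 22 of the 44 measured p53 targets were higher than in control and the median log2 ratio was 0.0035, with an adjusted p of 0.631 by camera. The sign of this median is not settled, since leaving out each experiment in turn gave medians from -0.0875 to 0.15. The last of these, without experiment 4, had an adjusted p of 0.00823. Compared directly, 40 of the 44 genes were higher in directly irradiated than in bystander cells, with a median log2 difference of 0.76 and an adjusted p of 2.62e-39. Over all alternatives this median lay between 0.68 and 0.84. Its adjusted p was 0.0395 under fry and 0.223 with the correlation estimated from the data, the largest of the alternatives, and 1.13e-64 was the smallest.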

Although p53 has been shown not to be required to either generate or respond to a mutagenic bystander signal [17], some activation of p53 would be consistent with prior studies, in which phosphorylation of p53 Ser15 has been reported in bystander cells [40]. 

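The 28 genes drawn as p53 regulated in Fig. 4a come from those the paper called after irradiation on these arrays. A larger number of calls in directly irradiated cells is thus partly built in. Expression was also tallied for these 28 genes, with no test of the list, which was read from the figure. By limma, by the brightest probe of each and without the 1.5-fold filter, 24 had a p-value below 0.005 in directly irradiated and 9 in bystander cells, and 10 differed at that level between directly irradiated and bystander cells. Median log2 ratios to control were 1.52 and 0.92. The mean was higher in directly irradiated than in bystander cells for 20 genes and lower for 8. With the well-above-background flag the numbers with a p-value below 0.005 were 22 and 14 relative to control, the latter in the fit whose variance was pooled over probes. They were 17 and 10 by the methods' t-test and 5 and 1 by the paired test without shared variance, and for the difference 8 and 4. The log2 ratio of GDF15 was 2.86 ± 1.00 (SD, n = 4) in directly irradiated and 1.35 ± 1.49 in bystander cells.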

Just under half of the p53-regulated genes responding in directly irradiated cells also responded to bystander radiation in our study (Figure 4a), although many showed a smaller magnitude of change than in the directly irradiated cells. These responses could represent regulation by other transcription factors. For instance, about a quarter of the p53 genes responding in the bystander cells are also known targets of NFκB.

**Figure 4:**
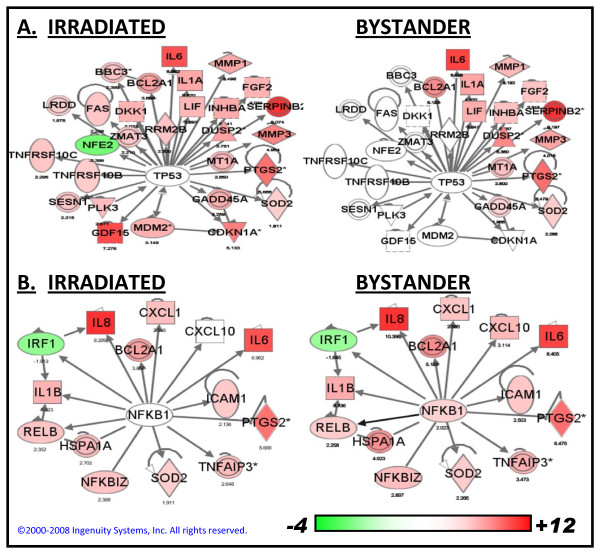
**Responses of genes regulated by p53 and NFκB**. Ingenuity Pathways Analysis was used to extract nodes having direct regulatory interactions with p53 or NFκB from the set of genes significantly responding to radiation. Expression levels are overlaid on the nodes so that up-regulated genes are displayed in red and down-regulated genes in green. The scale bar shows the range of fold-changes. Panel a) p53 regulated genes are overlaid with relative expression levels in irradiated (left) or bystander (right) cells 4 hours after treatment. Just under half the genes changing in irradiated cells respond in bystanders. Panel b) NFκB regulated genes overlaid with relative expression in irradiated (left) and bystander (right). The responses are nearly identical at the 4-hour time point.

Alternately, p53 may be differentially activated in bystander cells. It is known that different stresses and different cellular contexts can result in different patterns of p53-dependent gene expression [34]. Differential regulation of p53 activity is also thought to help explain the switch between the cell protective and cell killing functions of p53 [41,42]. Interestingly, among the p53 genes with apoptosis-related gene ontology annotations, 5 of 11 genes responding to direct irradiation are apoptosis-promoting and 6 of 11 are anti-apoptotic. In contrast, only six of these genes respond to bystander irradiation, including five annotated as anti-apoptotic, and only one annotated as pro-apoptotic. This may suggest activation of a more specialized protective response of the p53 pathway in bystander cells. The balance of pro- and anti-apoptotic signals in a cell is influenced by factors in addition to p53, however. Since apoptosis is not efficiently induced by radiation in primary fibroblasts, the up-regulation of pro-apoptotic genes by direct radiation does not appear to be sufficient to tip the overall balance toward programmed cell death in this cell type.

In contrast to p53, genes regulated by NFκB responded almost identically in irradiated and bystander cells (Figure 4b). 

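The 15 genes drawn as regulated by NFκB in Fig. 4b also come from those the paper called after irradiation on these arrays. Their calls against control are therefore not independent evidence. Among them, 10 had a p-value below 0.005 by limma in directly irradiated cells and 10 in bystander cells, without the 1.5-fold filter. The methods' t-test gave 4 and 7 and the paired test without shared variance 1 and 0, with 10 and 11 at an unadjusted p below 0.05. Between directly irradiated and bystander cells 0 did, although the mean was lower in directly irradiated cells for 14 of the 15. At an unadjusted p below 0.05 there were 3, and the smallest p was 0.0140, for CXCL10, whose log2 difference was -0.70 ± 0.47 (SD, n = 4) and negative in 4 of 4 experiments. For this difference 0 had a p-value below 0.005 by the methods' t-test, and 1 by the paired test. The list of NFκB targets was lower in directly irradiated than in bystander cells. The median log2 difference was -0.19, with 8 of 39 genes higher and an adjusted p of 1.03e-04 by camera. This call did not hold without the experiment as a block, where the adjusted p was 0.0547, nor under fry, at 0.210, or with the estimated correlation, at 0.411, the largest of the alternatives, of which 5.68e-08 was the smallest. Setting these responses against the p53-regulated genes of Fig. 4a, the paper states that the response of NFκB-regulated genes was nearly the same in both groups. Its gene ontology analysis found the p53 pathway enriched after direct and not after bystander irradiation. From its network analysis it likewise proposes a lesser contribution of p53 in bystander cells. It also measured single p53-regulated genes by qRT-PCR.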

Gene ontology analysis indicated that the NFκB cascade was a highly significant process in response to both treatments (Table 3). Activation of NFκB has been demonstrated in bystander cells, and its chemical inhibition has also been shown to reduce mutant fraction in bystander cells [16], consistent with a central role in bystander responses. Related processes of inflammation, immunity and cell signaling were also highly significant in bystander cells (Table 3). The products of many of the genes responding to both direct and bystander irradiation are signaling molecules that are expressed extracellularly (Figure 2), making them attractive candidates for soluble mediators of the bystander effect. Indeed, *IL8*, one of the most robust responders in both irradiated and bystander cells, was one of the first factors implicated in transmission of a bystander signal [43].

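Ranked by the log2 ratio to control among 8459 genes tested, IL8 was the fifth in directly irradiated cells and the third in bystander cells. SERPINB2 was the fourth in both, and IL6 the seventh and the fifth. In the 4 experiments the ratio of IL8 ran from 1.49 to 4.67 in directly irradiated and from 1.60 to 5.29 in bystander cells. The difference between directly irradiated and bystander cells was -0.31 ± 0.47 (SD, n = 4), with an unadjusted p of 0.208 by limma.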

In addition to elevation of chemokine and cytokine signaling molecules, PANTHER gene ontology analysis also indicated a significant radiation and bystander response of the plasminogen activating cascade (Table 3). This pathway regulates remodeling of the extracellular matrix (ECM) and is a common marker of metastasis [44] and chronic inflammation [45]. 

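SERPINB2 (probe A_23_P153185) had a log2 ratio to control of 3.18 ± 1.2 (SD, n = 4) in directly irradiated cells. In directly irradiated and bystander cells in that order, the ratios were 1.81 ± 0.60 and 1.66 ± 0.53 for MMP1 (probe A_23_P1691), 2.31 ± 0.53 and 1.99 ± 0.62 for MMP3 (probe A_23_P161698), 1.43 ± 0.40 and 1.78 ± 0.17 for MMP10 (probe A_23_P13094), and 1.10 ± 0.62 and 1.30 ± 0.61 for ICAM1 (probe A_23_P153320). All were higher than control in 4 of 4 experiments in both. By limma the largest unadjusted p was 0.0192, for ICAM1 in directly irradiated cells. After adjustment SERPINB2 alone was under 10% FDR, in bystander cells. With the well-above-background flag SERPINB2, MMP1, MMP3 and MMP10 were under 10% FDR in both and ICAM1 in bystander cells, at 0.0718, in the fit whose standard error was nearly the same for all probes. Over 14 matrix metalloproteinase genes measured, 5 were higher than control in each comparison. Median log2 ratios were -0.21 in directly irradiated and -0.22 in bystander cells, while the means were 0.16 and 0.13, with adjusted p of 0.958 and 0.975 by camera, whose direction was down in both.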

Genes from this pathway that were expressed at higher levels in both irradiated and bystander fibroblasts (Table 4, Additional File 3) included *SERPINB2*, and the matrix metalloproteinase (MMP) genes *MMP1, MMP3 *and *MMP10*, as well as *ICAM1*, a regulator of MMP levels [46]. A previous bystander study also reported up-regulation of *MMP1 *and *MMP3 *in irradiated fibroblasts, although medium transfer did not elicit a response from these genes [23], perhaps indicating a requirement for direct cell-to-cell contact, or possibly even an ECM-mediated effect. *MMP17 *has also been reported as over-expressed in bystander, but not directly irradiated, fibroblasts [24]. Although SERPINB2 is a negative regulator of tissue degradation, the MMPs are positive regulators and would be expected to promote tissue and matrix degradation. These opposing activities may represent a self-limiting activation of ECM remodeling, which represents a novel potential bystander response.

In contrast to results with fibroblasts, *MMP2, MMP3 *and *MMP9 *were reported to be sharply but transiently down-regulated by irradiation of human lens epithelial cells [47], although ICAM1 was up-regulated in these cells [48]. This pattern of responses may be specific to lens epithelium, possibly contributing to radiation cataractogenesis. Bystander effects on the ECM might similarly be expected to be tissue specific.

Because the bystander signal must be generated in the irradiated cells, then transmitted to bystanders, it might be reasonable to expect a delay in the bystander response due to the time required to produce and transmit a signal from the irradiated cells. Indeed, a lag of four hours was recently reported between irradiated and bystander cells for p53 phosphorylation [40]. To check for a possible lag effect on gene expression, we measured the response over time of one gene responding predominantly in the directly irradiated cells (*CDKN1A*) and three genes responding similarly in irradiated and bystander cells (*IL8*, *PTGS2 *and *BCL2A1*). The slight response of *CDKN1A *in bystanders was confirmed, and was not due simply to a difference in timing, as slightly elevated levels of this gene remained steady between 30 minutes and 24 hours after irradiation (Figure 3a).

The expression pattern of the other three genes showed a striking biphasic response, with nearly identical magnitudes of induction in irradiated and bystander cells at all times (Figure 3b–d). This suggests a common regulator activated by the same pathway in both irradiated and bystander cells. A similar biphasic pattern has been reported for *FGF2 *expression, with peaks at 0.5 and 3–4 hours after exposure of human lens epithelial cells to helium ions [49]. This pattern also parallels that reported for NFκB binding in response to TNFα treatment of human T-cells and mouse fibroblasts [50]. These waves of NFκB activity are thought to arise from oscillations between NFκB and its inhibitor IκB. A similar biphasic activation has been reported for receptor tyrosine kinases, which are activated within minutes of radiation exposure [51]. For instance, phosphorylation of ERBB1 peaks at 5–10 minutes after irradiation, returns to baseline levels, then shows a second wave of activation, most likely in response to the release of factors such as TGF-α [52].

We found no lag of gene expression response in bystander cells, even at the earliest time measured (30 minutes). This virtually simultaneous response in bystander and irradiated cells implies a very fast-moving signal. One group, using γ-H2AX foci as a rapid indicator of bystander responses, has been able to time the movement of the bystander signal through a culture of fibroblasts. They reported significant increases in γ-H2AX foci 2.5 millimeters away from the irradiated cells within 2 minutes [53]. Since in our system, no bystander is more than about 1 millimeter away from irradiated cells, this rate of signal transmission would be consistent with our observation of essentially no lag time between responses in irradiated and bystander cells.

## Conclusion

Analysis of directly irradiated normal human fibroblasts and their non-irradiated bystanders has implicated two major regulatory hubs in the global gene expression response. Genes regulated by p53 respond preferentially in directly irradiated cells with only muted responses in bystanders. Conversely, the responses of genes regulated by NFκB are virtually identical in both irradiated and bystander cells. These genes show a distinctive biphasic response suggestive of complex regulatory pathways synchronized throughout the entire culture, in irradiated and bystander cells alike. The greater relative contribution of signaling through NFκB in bystander cells may tip the balance toward survival of these cells, even in the presence of persistent damage, possibly putting bystander cells at increased risk for long-term consequences of radiation damage.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SAG participated in the design of the study, carried out the microarray analyses and real-time PCR, and contributed to writing the manuscript. BY carried out the micronucleus assays and contributed to tissue culture and RNA isolation. SAA conceived of the study, participated in its design and data analysis, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional file 1 **Genes responding 4 hours after 50 cGy direct Alpha particle irradiation.** Genes with significantly altered expression in directly irradiated cells 4 hours after exposure to 50 cGy alpha particle irradiation. 

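The table as analysed here holds 299 of the 300 genes the paper counts, 218 higher and 81 lower than control, with 266 different gene symbols. All 299 ratios were within 0.1% of the geometric mean over the 4 experiments of the ratios in the authors' deposited log2 values. Recomputed from the scanner intensities with median centring, 277 were within 5%, and all 299 had the same direction.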

Click here for file

Additional file 2 **Genes responding 4 hours after bystander treatment.** Genes with significantly altered expression in bystander cells 4 hours after treatment. 

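Here 304 of the 305 genes were analysed, 228 higher and 76 lower in bystander cells, with 274 symbols. All 304 ratios were within 0.1% of the geometric mean of the deposited values, 282 were within 5% of that from the scanner intensities, and the direction was the same for all 304.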

Click here for file

Additional file 3 **Genes responding 4 hours after treatment in both directly irradiated and bystander cells.** Genes with significantly altered expression 4 hours after treatment in both directly irradiated and bystander cells. 

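The copy analysed here holds 164 of 165 genes, and 72 of the 73 under 10% FDR in both conditions by the authors' values. All 164 changed in the same direction in directly irradiated and bystander cells.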

Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

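Gene expression was measured in IMR-90 human fibroblasts 4 hours after irradiation of 1 part of a dish with alpha particles (0.5 Gy), in the directly irradiated cells, in the bystander cells of the same dishes and in sham-irradiated control cells, in 4 independent experiments. For each of the 12 arrays the file written by the scanner software was analysed. It gives for each spot an intensity in arbitrary units, corrected for background by the software and not scaled between arrays, with flags for non-uniform spots and for signal over background. The authors' table of log2 values was analysed as well. On the probes with a value it equals the log2 intensity of the scanner file plus 1 constant per array, within 0.001, on all 12 arrays. Its cells are empty where a spot was not well above background or was non-uniform, in all cases. The tables of the additional files were compared value by value and used in no test of overlap, since they hold fewer genes than the paper states.

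An array holds 43376 non-control spots of 41000 probes. Between 76.3% and 81.7% of the spots were positive and significant against background. No count statistic applies to such intensities, and the precision is given by the spread between experiments, as SD over 4 values for a gene's log2 ratio and as the standard error of limma for its test.

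Choices made before the data were examined were the samples and their pairing by experiment, the filters, the normalization and the tests. So were the gene lists, the genes to be named and the alternatives. Exceptions are those listed below as added. Pairing follows the paper, which describes independent experiments with directly irradiated and bystander cells from the same dishes. The labels' experiment numbers were checked by correlating the arrays' deviations from their group's mean over 11079 probes measured on all 12 arrays. The correlation of arrays with the same number, averaged over the 4 experiments, was 0.589 for directly irradiated and bystander cells, 0.217 for directly irradiated and control cells and 0.223 for bystander and control cells, while for arrays with other numbers it was -0.188, -0.0741 and -0.0788. In experiment 1 the control array had correlations of 0.0691 and 0.0115 with its partners.

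Spots of 1 probe were averaged, intensities above 0 were log2 transformed, non-uniform outlier spots were left out, and each array was centred on its median over probes detected on all arrays. Probes positive and significant against background were kept, and then those with a 1.5-fold change, both with the 20% of arrays of the paper's methods, which do not name the software's flag for detection. This left 30159 and then 11443 probes, where the paper has 25800 and 7793. The authors' table gave 26393 and 7793, so the detection flag used here is less strict than the one behind that table. Directly irradiated and bystander cells were each compared with control cells and then with each other, with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 for reading), on the arrays of the compared groups with the experiment as a block. These tests were two-sided. A probe was counted at a p-value below 0.005 and at a Benjamini-Hochberg FDR under 10%. A random-variance paired test with its variance model fitted by maximum likelihood, as the methods' t-test is described, and a paired test without shared variance were run as alternatives. BRB-ArrayTools itself was not run. Probes were counted, as the paper counts genes.

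Gene lists were tested with camera at a preset correlation of 0.01 and an adjusted p below 0.05 over 8 lists and 3 comparisons. They were written from general knowledge: targets of p53 (46 entries), targets of NFκB (43), matrix metalloproteinases (23), metallothioneins (12), heat shock genes (23), circadian clock genes (18), interferon response genes (32) and genes of the G2/M phase (32). Table 4 of the paper, whose genes the study chose on these samples, holds 7 genes of the first list, 13 of the second, 2 metalloproteinases and 2 metallothioneins, and 0 of the other lists. Named with their values are the genes of Table 4, other genes in the text of the paper, genes labelled in Fig. 2 and Fig. 4, and in each comparison the 5 genes with the smallest p that rose and the 5 that fell among probes under 10% FDR that moved the same way in every experiment. A gene named outside this rule is marked as chosen after its values were seen. Gene names are those of the array annotation. By RefSeq accession 23680 of the 41000 probes were matched to gene names of GRCh38.p14, 19090 of them with an unchanged name. Of 63 named genes 58 were matched and 1, IL8, has another name now, CXCL8.

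Limma and the gene list test were tested on simulated data with the spread of these arrays and 200 changed probes among 11079. Each simulated change of a probe was larger than the median log2 ratio to control of the Table 4 genes. That median was 1.60 in directly irradiated and 1.36 in bystander cells. The shares recovered therefore do not hold for smaller changes. At a p-value below 0.005 limma recovered 81.0%, 88.0% and 90.0% of the changed probes in the 3 comparisons, in the order above, and under 10% FDR 60.5%, 73.5% and 83.5%, with 11.0%, 9.26% and 10.2% false among the latter. The methods' t-test recovered 84.0%, 88.5% and 90.0% at a p-value below 0.005. At an unadjusted p below 0.05 by camera the shifted gene list was called in all 3 comparisons, and 1, 0 and 1 of the 7 other lists. The simulated genes varied independently, so this cannot show how camera behaves when the genes of a list are correlated.

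Alternatives set in advance were normalization on the 75th percentile and by quantiles, normexp background correction with an offset of 50, the authors' deposited values, the flag for signals well above background, detection on all 4 arrays of a group and no probe filter (both with signals raised to a common floor, the lowest signal well above background), no 1.5-fold filter, no block, all 12 arrays in 1 fit, the slide as a block, both paired tests, the mean of all probes of a gene, camera with an estimated correlation, fry, and each experiment left out in turn. Added after the values had been seen were an intensity trend in limma's variance and 6 further tests of the deposited values. So were the probe closest to Table 4 for qRT-PCR, the look at other probes of a gene and the test of the order of the control arrays. Micronuclei, the network and ontology tools and the time course by qRT-PCR were not analysed here.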

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

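The test of the order of the control arrays and the look at other probes of a gene were chosen after values were seen. The other tests were set before their values were known. With 4 experiments there are 35 splits of 8 arrays into groups of 4, of which 8 part all 4 pairs, so that among these the real split cannot have a share below 0.125 and chance cannot be excluded by splits alone for any count or list below.

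Between directly irradiated and control cells the real split gave the largest count of probes with a p-value below 0.005, 1 of the 8 splits with a count as large, and the next gave 57. Under 10% FDR it was 1 of the 8 splits as well, the others at 0. For bystander and control cells the real split was also 1 of the 8, with 107 next at a p-value below 0.005, and 1 of the 8 under 10% FDR, the others again at 0. Between directly irradiated and bystander cells 2 of the 8 splits had a count as large, the other giving 91, and under 10% FDR all 8 gave 0. The fit blocks on the experiment, so the 24 splits that part 2 of the pairs estimate the difference from those 2 pairs alone. In some of these splits both parted pairs keep their real labels. The counts can therefore hold real differences between the groups and set no level for chance. At a p-value below 0.005 these 24 splits gave up to 302, 237 and 118 probes in the 3 comparisons, in that order. Under 10% FDR they gave up to 1, 83 and 1, where the real split of bystander and control cells gave 7. For the shared probes the 3 arrays of each experiment were relabelled in 100 draws. As many were shared in 3 draws at a p-value below 0.005 (highest other count 93) and in 3 draws under 10% FDR (highest 5), the real labels included. Directly irradiated and bystander cells came from the same dishes, and their arrays of 1 experiment had a mean correlation of 0.589, against 0.217 and 0.223 with control, so the 3 arrays are not interchangeable and chance is not excluded for the shared probes.

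Targets of p53 were higher in directly irradiated than in bystander cells by a median log2 of 0.76, a difference between the groups by a test of the difference itself. Among single p53 targets and other genes of Table 4, CDKN1A (2.00), GDF15 (1.51), MDM2 (1.44), FDXR (1.10), DDB2 (1.04), POU5F1 (0.96), FAS (0.84), ATF3 (0.75), GADD45A (0.74) and DKK1 (0.73) differed by their log2 values at an adjusted p over the list alone below 0.1, and so did IL1B (-0.28), lower in directly irradiated cells. The study chose these genes on these samples. DKK1 was higher in directly irradiated cells in 3 of 4 experiments, and IL1B lower and the other genes higher in all 4. These are values of the brightest probes. For POU5F1 the other 3 probes had log2 differences of 0.074, 0.27 and 0.046, higher in 2 of 4 experiments each, so its difference rests on 1 probe. For GDNF the brightest probe had 0.32, and another, A_32_P377880, looked at after seeing the values, 1.68, higher in 4 of 4 experiments, with an unadjusted p of 1.18e-04 by limma and an adjusted p of 0.0745 with the well-above-background flag. The tables argue against the signal level of the probes as the cause for the list, since its median lay at percentile 100 of 10000 lists of the same size and signal, and against the slide, since the median was 0.80 with the slide as a block. Among the splits 1 of 8 had a median as far from 0 as the real one, the next being 0.50. What stays open is chance, within the limit of 8 splits, and an unequal response to irradiation of directly hit and bystander cells, which the design names and which was not tested against other causes. For the same list in directly irradiated and control cells 1 of 8 splits had a median as far from 0, with 0.51 next, and in bystander and control cells 7 of 8.

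Targets of NFκB were lower in directly irradiated than in bystander cells, by a median log2 of -0.19. The median lay at percentile 0 of 10000 matched lists, against the signal level as the cause, and was -0.26 with the slide as a block. Among the splits 1 of 8 was as far from 0, with 0.15 next by size, as was 1 of 8 in directly irradiated and control cells (0.64 next) and 1 of 8 in bystander and control cells (0.78 next). Without a block for the experiment the adjusted p was 0.0547, and over all alternatives it ran from 5.68e-08 to 0.411. Chance and a difference between the groups in the response remain open.

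Genes of the G2/M phase, clock genes and interferon response genes were lower in directly irradiated than in bystander cells too. For the G2/M genes the median log2 difference was -0.22, with 1 of 32 genes higher and an adjusted p of 1.08e-08. It lay at percentile 0 of matched lists and was -0.16 with the slide as a block, both against these causes. Clock genes had a median of -0.13 (3 of 17 higher, adjusted p 0.0131), at percentile 0.75, which argues against the signal level as the cause, and with the slide as a block the adjusted p was 0.202, with a median of -0.13. Without experiment 2 the adjusted p of the clock genes was 0.144 and their median -0.093. Interferon response genes had a median of -0.0925 (6 of 25 higher, adjusted p 0.0403), at percentile 2.21, outside the central 95% of matched lists. Leaving out any 1 of the experiments took its adjusted p to between 0.0590 and 0.110, and with normexp background correction the median was 0.0326. Camera with the estimated correlation called none of the 3 lists and fry none. Against control the G2/M genes were called in neither group, at -0.0413 in directly irradiated (15 of 32 higher, adjusted p 0.252) and 0.10 in bystander cells (23 of 32 higher, adjusted p 0.085). In directly irradiated cells the median was 0.0501 with the slide as a block, 0.16 without experiment 3 and -0.14 without experiment 4 (adjusted p 0.0193), and in bystander cells it was 0.14 without experiment 2 (adjusted p 0.0221). Over all alternatives the median ran from 0.0521 to 0.1985 in bystander and from -0.1389 to 0.1596 in directly irradiated cells. In bystander cells it was also called with normexp background correction, the deposited values and the slide as a block. The bystander median thus kept its sign, but its call depended on the setting. The difference can therefore not be assigned to a fall in the one group or a rise in the other. Chance and an unequal response of the groups stay open.

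Heat shock genes, which the paper does not discuss, were higher than control in directly irradiated cells, with a median log2 ratio of 0.38 (18 of 21 genes higher, adjusted p 3.24e-06), and in bystander cells, with 0.36 (17 of 20, adjusted p 7.61e-06). Both medians lay at percentile 100 of matched lists, and with the slide as a block they were 0.44 and 0.47, so neither the signal level nor the slide accounts for them. HSPA6 had log2 ratios of 6.24 ± 2.02 and 6.28 ± 3.52 (SD, n = 4), higher in 4 of 4 experiments in both, and it was well above background on 1 of the 4 control arrays, so that their size depends on control signals near background. Handling of the dishes that differed between irradiated and sham-irradiated cells, and a response to irradiation in both cell groups, stay open, since both treated groups came from the same dishes and no array tells these apart. Interferon response genes were lower than control in directly irradiated cells, with a median of -0.26 (7 of 25 higher, adjusted p 0.00431), at percentile 0.06 of matched lists, which argues against the signal level. Without experiment 4 the median was -0.14 and the adjusted p 0.0893.

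In bystander cells 55 probes were well above background on all 4 arrays and on no control array, and 1 probe the other way round. As many in either direction were found in 2 of 35 splits of the 8 arrays, the real one included, and another split gave 83, so chance stays open. So does the overall signal of the arrays, since 70.14% to 73.73% of the spots were well above background on bystander arrays and 67.93% to 69.67% on control arrays. Of the 55 probes 49 passed the detection filter and 14 had a p-value below 0.005 by limma. There were 4 such probes in directly irradiated cells and 4 the other way round, and 34 of 35 splits had as many, up to 33. On in both treatments were probes of ARC and FAM125B, named after their values were seen. With control signals raised to the lowest signal well above background on each array, ARC was at least 8.34-fold higher in directly irradiated and at least 5.75-fold in bystander cells, and FAM125B at least 1.69-fold and 1.50-fold.

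In 5 of 89 groups of 4 ratios of named genes 1 experiment lay far from the other 3, where chance gives about 5% of groups. In bystander cells the log2 ratio of GDNF was -2.07 in experiment 4 (mean of the others -0.058), that of DKK1 2.45 (0.34) and that of BTG2 -1.99 (-0.18) in the same experiment, and that of MMP17 0.37 in experiment 1 (-1.22). For DUSP2 in directly irradiated cells it was 0.14 in experiment 3 (2.50). Of 18 groups of array measures 0 had such a value. The control array of an experiment enters the ratios of both treatments. In 4 of the 5 cases the same experiment was the extreme one for the other treatment, and so it was in 62 of 83 groups with no value far from the others, so this says nothing for or against the control array as the cause. An experiment in which both treated groups differed would give the same, and these cannot be separated here. No biological explanation was tested.

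The control array of experiment 1 deviated little in common with its partners. If the control arrays had been numbered in another order, some other assignment of the 4 to the experiments could have given a higher mean correlation with the treated arrays. Of the 24 assignments 1 was as high as the labels' own, which had a mean of 0.220, and the next had 0.209, a small difference. The labels' order was kept.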

How the results depend on the processing

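None of the tests in this part was chosen after the result was seen except limma with an intensity trend, 6 tests of the authors' deposited values combined with another choice, and the probe closest to Table 4. Where a cause is not named, the cause was not tested. Over 8 counts of probes there were 192 values under alternatives, of which 68 were within 1.5 times the value reported and 124 were not. Of 408 values for 24 medians of gene lists, 336 kept direction and side of the threshold, 39 were weaker, 12 stronger and 21 reversed. Of 2384 values for 135 ratios of named genes, 1981 kept both, 41 were weaker, 332 stronger and 30 reversed. Of 30 values for correlations and spread, 27 moved by less than the spread between experiments and 3 moved more. Below, counts under 10% FDR and at a p-value below 0.005 are given for directly irradiated against control cells (direct), bystander against control cells (bystander), directly irradiated against bystander cells (difference), and for probes shared by the first and second of these.

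Normalization on the 75th percentile gave 4 bystander probes under 10% FDR and medians or ratios of opposite sign for p53 targets (-0.0275) and MDM2 (-0.0062) in bystander cells and for ATF3, bystander vs control (-5e-04), all 3 close to 0. With quantile normalization 26 direct, 102 bystander and 18 shared probes were under 10% FDR and 260 bystander probes had a p-value below 0.005. Interferon response genes were then called in bystander cells (median -0.17, adjusted p 0.0484), and signs turned for metalloproteinases in the difference (-0.0587) and for FDXR (0.0095) and DDB2 (0.029) in bystander cells.

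Normexp background correction, which left 4628 probes for testing, gave 108 direct, 144 bystander, 37 difference and 81 shared probes under 10% FDR. Called were interferon response genes in bystander cells (-0.28, adjusted p 0.0435), G2/M genes in bystander cells (0.11, 0.0012) and heat shock genes in the difference (-0.12, 0.00676). Reversed in the difference were metallothioneins (-0.0214), interferon response genes (0.0326), MT1X (-0.0327), MT1H (-0.0169) and SERPINB2 (-0.0203), and in bystander cells FDXR (0.0206) and DDB2 (0.0267). The share of probes with the larger SD in bystander cells was 56.4%.

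The authors' deposited values gave 115 direct, 175 bystander, 4 difference and 79 shared probes under 10% FDR, with 250 bystander and 136 shared at a p-value below 0.005. The median of p53 targets in bystander cells was -0.0227, and G2/M genes were called there (0.12, adjusted p 0.0484). With the flag for signals well above background 137, 201, 3 and 90 probes were under 10% FDR, in the same order, and 263 bystander and 151 shared probes had a p-value below 0.005, with p53 targets in bystander cells at -0.0014. In both settings the bystander fit had a median of 22700 and 24340 degrees of freedom, with a standard error that was the same for nearly all probes. Detection on all 4 arrays of a group gave 188, 206, 3 and 112 under 10% FDR, and 271 direct, 282 bystander and 156 shared at a p-value below 0.005, with p53 targets in bystander cells at -0.0219. These settings leave 7784 to 8559 probes in the test.

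No probe filter at all gave 295 direct, 385 bystander and 305 difference probes with a p-value below 0.005 by limma, and 0 direct, 0 bystander and 0 shared under 10% FDR, with 2315, 2835 and 2274 at an unadjusted p below 0.05 in the 3 comparisons. Interferon response genes in directly irradiated cells were not called (-0.24, adjusted p 0.0556), and p53 targets in bystander cells were at -0.0054. Without the 1.5-fold filter 257 direct and 181 difference probes had a p-value below 0.005, and under 10% FDR there were 0 direct, 0 bystander and 0 shared, with 2159, 2594 and 1790 at an unadjusted p below 0.05. For HSPA6 in directly irradiated cells the unadjusted p itself was larger without the 1.5-fold filter, 7.05e-05, than with both filters, 7.89e-07.

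No replicate block, that is ignoring the pairing by experiment, gave 91 direct, 82 bystander, 12 difference and 43 shared probes with a p-value below 0.005, and 2 direct, 0 bystander and 0 shared under 10% FDR, with 658, 616 and 116 at an unadjusted p below 0.05. In the difference, NFκB targets (-0.19, adjusted p 0.0547), clock genes (-0.13, 0.0636) and interferon response genes (-0.0925, 0.0768) were not called then, and CXCL2 was at 0.0416, with 4 directly irradiated and 3 bystander arrays. Fitting all 12 arrays together gave 299 direct, 38 difference and 146 shared probes with a p-value below 0.005 and 74 direct, 34 bystander and 29 shared under 10% FDR, and clock genes (-0.12, adjusted p 0.0566) and interferon response genes (-0.0925, 0.125) were not called in the difference. With the slide as a block 11 direct, 15 bystander and 4 shared probes were under 10% FDR and 11 difference probes had a p-value below 0.005. Clock genes were then not called in the difference (-0.13, adjusted p 0.202), G2/M genes were called in bystander cells (0.16, 0.0402) and were at 0.0501 in directly irradiated cells. Signs turned for p53 targets (-0.0735) and CDKN1A (-0.12) in bystander cells, for metallothioneins in the difference (-0.0261) and for MT1X, irradiated vs bystander (-0.0087).

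The methods' t-test gave 0 bystander and 0 shared probes under 10% FDR, with 911 bystander probes at an unadjusted p below 0.05 and 7 under 10% FDR by limma. A paired test without shared variance gave 69 direct, 67 bystander and 11 shared probes with a p-value below 0.005, and 0 direct, 1 bystander and 0 shared under 10% FDR, with 674 direct probes at an unadjusted p below 0.05. With the mean of all probes of a gene, interferon response genes were not called in the difference (-0.13, adjusted p 0.0845), and signs turned for metalloproteinases (-0.0385) and SERPINB2 (-0.0145) there, for GDNF (1.03 direct, 0.0256 bystander) and for BCL2A1 (0.80 and 1.10), since other probes of these genes differ from the brightest.

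Camera with the correlation estimated from the data called none of 13 medians called with the preset one, at adjusted p from 0.223 to 0.674. In directly irradiated cells these were p53 targets (0.82), NFκB targets (0.71), metallothioneins (1.98), heat shock (0.38) and interferon response genes (-0.26), in bystander cells NFκB targets (0.97), metallothioneins (1.89) and heat shock genes (0.36), and in the difference p53 targets (0.76), NFκB targets (-0.19), clock (-0.13), interferon response (-0.0925) and G2/M genes (-0.22). Under fry the same medians were not called, at adjusted p from 0.0537 to 0.496, except that of p53 targets in the difference.

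Leaving out each experiment in turn gave 69 to 333 direct, 98 to 283 bystander, 36 to 72 difference and 24 to 134 shared probes with a p-value below 0.005, and 0 to 169 direct, 0 to 155 bystander and 0 to 60 shared under 10% FDR. The smallest counts came without experiment 4 apart from 36, which came without experiment 1. With experiment 4 left out 578 direct and 780 bystander probes had an unadjusted p below 0.05 by limma. Without experiment 2 the direct counts were largest. Medians of lists ran from -0.0875 to 0.15 for p53 targets, from -0.42 to -0.13 for interferon response and from 0.0521 to 0.20 for G2/M genes in bystander cells. In directly irradiated cells they ran from -0.11 to 0.11 for clock genes, from -0.14 to 0.16 for G2/M genes and from -0.44 to -0.14 for interferon response genes. In the difference they ran from -0.0746 to 0.27 for metallothioneins, from -0.14 to -0.093 for clock genes, from -0.0133 to 0.10 for metalloproteinases and from -0.0987 to -0.048 for interferon response genes. Calls changed without experiment 4 for p53 targets in bystander cells (0.15, adjusted p 0.00823) and for interferon response (-0.14, 0.0893) and G2/M genes (-0.14, 0.0193) in directly irradiated cells, without experiment 2 for clock genes (-0.093, 0.144) and metallothioneins (0.27, 0.0221) in the difference and for G2/M genes in bystander cells (0.14, 0.0221), and without experiment 1 or 2 for interferon response genes in bystander cells (-0.29, 0.0118, and -0.42, 0.0104). In the difference the call of interferon response genes was lost whichever experiment was left out, at adjusted p from 0.0590 to 0.110.

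Among ratios in bystander cells whose sign turned without 1 experiment, CDKN1A ran from -0.0566 to 0.61, FDXR from -0.35 to 0.21, MDM2 from -0.18 to 0.15, DDB2 from -0.40 to 0.36, ATF3 from -0.0652 to 0.20 and BCL2A1 from -0.36 to 0.21. In the difference HSPA6 ran from -0.63 to 0.41, SERPINB2 from -0.21 to 0.12, MT1H from -0.0411 to 0.30 and MT1X from -0.0746 to 0.26. The share of probes with the larger SD in bystander cells ran from 40.1% to 53.0%.

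The tests chosen after the values were seen gave the following. Limma with an intensity trend gave 297 bystander and 147 shared probes with a p-value below 0.005 and 103 direct, 152 bystander, 37 difference and 71 shared under 10% FDR. On the deposited values the methods' t-test gave 69 direct, 80 bystander, 10 difference and 46 shared under 10% FDR. All 12 arrays fitted together gave 327 direct, 264 bystander, 36 difference and 174 shared with a p-value below 0.005 and 261 direct, 143 bystander and 115 shared under 10% FDR. No replicate block gave 91 bystander and 8 difference probes with a p-value below 0.005 and 73 direct, 39 bystander and 30 shared under 10% FDR. Both of these together gave 101 direct, 72 bystander and 12 difference at a p-value below 0.005 and 11 direct, 3 bystander and 3 shared under 10% FDR. An unpaired random-variance test gave 102 direct, 77 bystander and 9 difference, and 35 direct, 3 bystander and 3 shared. A paired test without shared variance gave 54 direct, 63 bystander and 15 shared, and 0 bystander and 0 shared under 10% FDR.

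The correlation of the responses in directly irradiated and bystander cells ran from 0.731 without experiment 4 to 0.864 without experiment 1. The correlation with qRT-PCR ran from 0.587 to 0.707 in directly irradiated cells, both ends from leaving out an experiment, and from 0.783 to 0.825 in bystander cells. With the probe of each gene closest to the array ratios of Table 4, chosen after seeing the values, it was 0.905 and 0.917. The medians of p53 targets in directly irradiated cells (0.66 to 0.88) and in the difference (0.68 to 0.84), of NFκB targets in directly irradiated (0.64 to 0.87) and bystander cells (0.83 to 1.19), of metallothioneins (1.76 to 2.37 and 1.51 to 2.38) and of heat shock genes (0.27 to 0.46 and 0.32 to 0.47) kept their direction under all alternatives and lost their call only in the set tests named above.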

Differences from the paper's values

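Apart from the probe closest to the array ratios of Table 4, no alternative was chosen because it comes closer to the paper. Limma with an intensity trend, the deposited values with all 12 arrays in 1 fit and the look at other probes of a gene were chosen after seeing the values. Each count was computed under the alternatives set before the data were examined, among them each experiment left out, and a count is said to reach the paper's when neither is more than 1.5 times the other. In every sentence the alternatives not named did not reach it. Counts here are of probes.

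The paper's number of genes with a p-value below 0.005 in directly irradiated cells is 300, and 163 were found here. It is reached with the authors' deposited values (213), the well-above-background flag (243), detection on all arrays of a group (271), no probe filter (295), no 1.5-fold filter (257), all 12 arrays in 1 fit (299), the slide as a block (209) and without experiment 1 (238) or 2 (333), and not with the 75th percentile, quantile normalization, normexp, no block, the methods' t-test, the paired test without shared variance or without experiment 3 or 4. An intensity trend (244) and the deposited values with all 12 arrays in 1 fit (327), both chosen after seeing the values, reach it too.

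Under 10% FDR the paper has 191 genes in directly irradiated cells, and 1 was found here. The paper's value is reached with the well-above-background flag (137), detection on all arrays of a group (188) and without experiment 2 (169), and with none of the other alternatives set before the data were examined. The deposited values with all 12 arrays in 1 fit (261), chosen after seeing the values, reach it.

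In bystander cells the paper has 305 genes with a p-value below 0.005, and 165 were found here. Quantile normalization (260), the deposited values (250), the well-above-background flag (263), detection on all arrays of a group (282), no probe filter (385), no 1.5-fold filter (233), all 12 arrays in 1 fit (226) and leaving out experiment 1 (283) or 2 (276) reach it, and the 75th percentile, normexp, no block, the slide as a block, the methods' t-test, the paired test without shared variance and leaving out experiment 3 or 4 do not. An intensity trend (297) and the deposited values with all 12 arrays in 1 fit (264), chosen after seeing the values, reach it as well.

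The paper's 135 genes under 10% FDR in bystander cells stand against 7 here. Quantile normalization (102), normexp (144), the deposited values (175), the well-above-background flag (201) and leaving out experiment 1 (155) or 2 (131) reach it, and the other alternatives set before the data were examined do not, detection on all arrays of a group (206) among them. An intensity trend (152) and the deposited values with all 12 arrays in 1 fit (143), chosen after seeing the values, do.

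Shared by both comparisons are 165 genes in the paper and 76 probes here at a p-value below 0.005. The deposited values (136), the well-above-background flag (151), detection on all arrays of a group (156), all 12 arrays in 1 fit (146) and leaving out experiment 1 (127) or 2 (134) reach the paper's number, and the others set before the data were examined do not. An intensity trend (147) and the deposited values with all 12 arrays in 1 fit (174), chosen after seeing the values, reach it. Under 10% FDR in both the paper has 73 and 1 was found here. Normexp (81), the deposited values (79), the well-above-background flag (90) and leaving out experiment 2 (60) reach it, and no other alternative set before the data were examined does. An intensity trend (71), chosen after seeing the values, reaches it.

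Of 74 mean ratios of treated to control in Table 4, 18 were not within 10% of the paper's, and 7 differ by more than 1.5 times and by more than the SD between experiments. The paper has 5.1 in directly irradiated and 1.7 in bystander cells for GDNF, where the brightest probe gave 0.921 and 0.783 here, 4.8 and 6 for CXCL5, where it gave 1.95 and 2.40, and 5 and 7.4 for BCL2A1, where it gave 0.860 and 1.00. No alternative set before the data were examined reaches these 6 values. Another probe of each gene, looked at after seeing the values, does, with 5.05 and 1.65 for GDNF (A_32_P377880), 4.83 and 6.00 for CXCL5 (A_23_P110204) and 5.00 and 7.45 for BCL2A1 (A_23_P152002). For CARD9 in directly irradiated cells the paper has 0.7 and the brightest probe gave 1.11. The mean of all probes of the gene (0.804) and leaving out experiment 2 (0.967) or 4 (1.05) reach it, and the other alternatives set before the data were examined do not, while another probe, A_23_P500433, looked at after seeing the values, gave 0.672.

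Over the genes of Table 4 the array ratio computed here was more than 20% above the paper's qRT-PCR value for 4 of 37 genes in directly irradiated and 6 in bystander cells, and with the array ratios printed in Table 4 for 3 and 7, where the text of the paper gives a smaller number of genes overestimated by the arrays.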

Other observations

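No test in this part was chosen after the result was seen. Metallothioneins were higher than control, with a median log2 ratio of 1.98 in directly irradiated (10 of 11 genes higher, adjusted p 9.59e-13 by camera) and 1.89 in bystander cells (10 of 11, adjusted p 6.71e-10), and did not differ between these by the same test (0.0616, 8 of 11 higher, adjusted p 0.819). In the list test clock genes had medians of 0.0277 in directly irradiated cells, with a mean of -0.0593 (8 of 16 higher, adjusted p 0.586), and 0.15 in bystander cells (11 of 16, 0.819). Interferon response genes in bystander cells had -0.25 (7 of 25 higher, adjusted p 0.0551). G2/M genes had -0.0413 in directly irradiated (15 of 32 higher, adjusted p 0.252) and 0.10 in bystander cells (23 of 32, 0.085). Heat shock genes did not differ between directly irradiated and bystander cells (-0.0447, 8 of 21 higher, adjusted p 0.422), and neither did metalloproteinases (0.0369, 7 of 14 higher, adjusted p 0.819).

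Of the metalloproteinases the paper names, MMP2 had log2 ratios of -0.37 ± 0.12 (SD, n = 4) in directly irradiated and -0.14 ± 0.10 in bystander cells, MMP9 -0.075 ± 0.64 and -0.29 ± 0.68, and MMP17 -0.44 ± 1.27 and -0.82 ± 0.80. By limma the adjusted p of MMP2 in directly irradiated cells was 0.766, with a lower value in 4 of 4 experiments.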
